# The Dipeptidyl Peptidase-4 Inhibitor Linagliptin Directly Enhances the Contractile Recovery of Mouse Hearts at a Concentration Equivalent to that Achieved with Standard Dosing in Humans

**DOI:** 10.3390/ijms21165756

**Published:** 2020-08-11

**Authors:** Sri Nagarjun Batchu, Veera Ganesh Yerra, Youan Liu, Suzanne L. Advani, Thomas Klein, Andrew Advani

**Keywords:** DPP-4 inhibitor, linagliptin, Langendorff, nitric oxide, ischemia reperfusion injury

## Abstract

Despite a similar mechanism of action underlying their glucose-lowering effects in type 2 diabetes, dipeptidyl peptidase-4 (DPP-4) inhibitors have diverse molecular structures, raising the prospect of agent-specific, glucose-independent actions. To explore the issue of possible DPP-4 inhibitor cardiac heterogeneity, we perfused different DPP-4 inhibitors to beating mouse hearts ex vivo, at concentrations equivalent to peak plasma levels achieved in humans with standard dosing. We studied male and female mice, young non-diabetic mice, and aged diabetic high fat diet-fed mice and observed that linagliptin enhanced recovery after ischemia-reperfusion, whereas sitagliptin, alogliptin, and saxagliptin did not. DPP-4 transcripts were not detected in adult mouse cardiomyocytes by RNA sequencing and the addition of linagliptin caused ≤0.2% of cardiomyocyte genes to be differentially expressed. In contrast, incubation of C166 endothelial cells with linagliptin induced cell signaling characterized by phosphorylation of Akt and endothelial nitric oxide synthase, whereas the nitric oxide (NO) donor, S-nitroso-N-acetylpenicillamine increased serine 16 phosphorylation of the calcium regulatory protein, phospholamban in cardiomyocytes. Furthermore, linagliptin increased cardiomyocyte cGMP when cells were co-cultured with C166 endothelial cells, but not when cardiomyocytes were cultured alone. Thus, at a concentration comparable to that achieved in patients, linagliptin has direct effects on mouse hearts. The effects of linagliptin on cardiomyocytes are likely to be either off-target or indirect, mediated through NO generation by the adjacent cardiac endothelium.

## 1. Introduction

Dipeptidyl peptidase-4 (DPP-4) inhibitors are commonly used to lower glucose in Type 2 diabetes, although within the class they are quite diverse in their chemical structures [1]. This has raised the prospect of possible agent-specific differences in their effects, a possibility that is supported by heterogeneous heart failure outcomes observed in the cardiovascular safety trials that have been reported to date [2]. Linagliptin [3] and sitagliptin [4], for instance, were each associated with neutral effects on heart failure, whereas saxagliptin unexpectedly increased hospitalization for heart failure [5] and alogliptin numerically, but non-significantly, increased heart failure hospitalization [6]. However, although clinical trials have raised the question of DPP-4 inhibitor cardiac heterogeneity, they are unlikely to resolve it given the size of the undertaking that a clinical trial head-to-head comparison would require.

In a recent study of the cardiac effects of DPP-4 inhibition, we observed that mice fed the DPP-4 inhibitor linagliptin in chow exhibited enhanced recovery of cardiac contractile function following ischemia reperfusion [7]. In the present study, we set out to determine whether DPP-4 inhibitors themselves can directly affect cardiac contractility and, if so, whether there are within class differences in this effect. To facilitate the comparison, we perfused different DPP-4 inhibitors to isolated mouse hearts at concentrations equivalent to their peak plasma concentrations (C_max_) achieved with standard dosing in humans. Cognizant that sex differences have historically been overlooked in pre-clinical experimentation [8], we studied both male and female mice and we performed the head-to-head comparison under non-diabetic conditions and in the setting of comorbidity (aging, diabetes and high fat diet).

## 2. Results

### 2.1. When Perfused at A Concentration Equivalent to Human C_max_, Linagliptin Enhances the Contractile Recovery of Mouse Hearts after Ischemia Reperfusion

In our first experiments, we perfused in the Langendorff mode [7] the hearts of young adult, non-diabetic, male and female C57BL/6 mice with vehicle (Krebs Henseleit Buffer (KHB)) either alone or supplemented with linagliptin, sitagliptin, alogliptin, or saxagliptin at concentrations equivalent to peak plasma levels reported in humans with standard dosing (C_max_) (see Materials and Methods). Left ventricular developed pressure (LVDP), maximum and minimum dP/dt and heart rate at baseline and 40 min after reperfusion (following 20 min ischemia; R40) are shown in Table 1. Whereas baseline LVDP did not differ across the study groups, LVDP at R40 was significantly higher in linagliptin-perfused hearts than hearts perfused with KHB, sitagliptin, alogliptin, or saxagliptin (Table 1). Similarly, the percent change in LVDP from baseline (%LVDP R40) was higher in mouse hearts perfused with linagliptin than in the other study groups (Figure 1). dP/dt_max_ and dP/dt_min_ were numerically higher and lower, respectively, in linagliptin-perfused hearts than vehicle-perfused hearts. However, these differences did not achieve significance in multiple groups comparison (Table 1). Heart rate did not differ across the study groups (Table 1). Graphs separating these parameters into those for only male and female mice are shown in Supplementary Materials Figures S1 and S2.

### 2.2. Linagliptin Enhances the Contractile Recovery of The Hearts of Aged, Diabetic High Fat Diet-Fed Mice

Next, we asked whether the direct cardiac effects of DPP-4 inhibitors may be influenced by the metabolic milieu. Accordingly, we studied the hearts of aged, diabetic, high fat diet-fed (DM-HFD) mice. At the end of the study period, as expected, both body weight and blood glucose [9] were higher in male DM-HFD mice than female DM-HFD mice (mean body weight: male DM-HFD mice 38 ± 8 g, female DM-HFD mice 28 ± 4 g, *p* < 0.0001; mean blood glucose: male DM-HFD mice 18.1 ± 6.9 mmol/L, female DM-HFD mice 13.0 ± 4.3 mmol/L, *p* < 0.0001). Hearts were then extracted from DM-HFD mice and perfused in the Langendorff mode with sodium pyruvate-supplemented KHB (see Materials and Methods) in the presence or absence of the DPP-4 inhibitors linagliptin, sitagliptin, alogliptin, or saxagliptin at concentrations equivalent to human C_max_ as already described. In these experiments, we also decided to include the active metabolite of saxagliptin, 5-hydroxy saxagliptin, and GLP-1 itself.

Mean baseline LVDP varied between 63 cmH_2_O (for 5-hydroxy saxagliptin) and 103 cmH_2_O (for linagliptin) amongst the study groups, although these differences did not achieve statistical significance (Table 2). In contrast, like in the hearts of young, non-diabetic mice, both absolute LVDP 40 min after reperfusion (R40; Table 2) and the percentage change in LVDP (%LVDP R40; Figure 2) were higher in DM-HFD mouse hearts perfused with linagliptin than the hearts of DM-HFD mice perfused with vehicle, sitagliptin, alogliptin, or saxagliptin. Neither 5-hydroxy saxagliptin nor GLP-1 enhanced contractile recovery, whereas minimum dP/dt was higher in 5-hydroxy saxagliptin-perfused hearts than in DM-HFD hearts perfused with vehicle or linagliptin (Table 2). Supplementary Materials Figures S3 and S4 show graphs for the ex vivo hemodynamic parameters in DM-HFD mice separated for males and females, respectively.

### 2.3. Linagliptin Induces Phosphorylation of the Cardiomyocyte Ca^2+^ Handling Protein Phospholamban

Having repeatedly observed that regardless of sex or comorbidity, linagliptin enhanced the recovery of contractile function of mouse hearts subjected to ischemia reperfusion injury, we next set out to explore how this effect may occur. The Ca^2+^ handling protein phospholamban (PLN) plays a pivotal role in regulating cardiomyocyte contractility. In its unphosphorylated form, PLN restricts cardiac contractility by limiting the affinity of SERCA2a for Ca^2+^ whereas, upon its Ser16 phosphorylation, PLN no longer restricts the SERCA2a pump, resulting in positive inotropic and lusitropic effects [10]. By immunoblotting, we observed phospho-PLN(Ser16) levels to be increased in linagliptin-perfused hearts in comparison to mouse hearts perfused with KHB (Figure 3A). To determine whether linagliptin (at human C_max_ equivalent) can directly induce PLN(Ser16) phosphorylation, we isolated primary cultured adult mouse cardiomyocytes and incubated the cells in the presence or absence of linagliptin. In this experiment, we observed a marginal, albeit statistically significant, increase in mouse cardiomyocyte phospho-PLN(Ser16) levels with linagliptin (Figure 3B). However, by immunostaining (and consistent with previous reports [11]), we found that DPP-4 protein expression was predominantly restricted to the endothelia of mouse hearts (Figure 3C). We isolated cardiomyocytes from adult C57BL/6 mice and DM-HFD mice and performed RNA sequencing after exposure of the cells to linagliptin or vehicle for 24 h. 

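Cardiomyocytes isolated from control and DM-HFD mice were exposed for 24 h to 9 nmol/L linagliptin or to 0.1% DMSO as vehicle. Polyadenylated RNA was sequenced from 5 samples per condition of control cells and 3 per condition of DM-HFD cells, 16 libraries in all. DM-HFD mice had received a high fat diet for 26 weeks, with streptozotocin after 12 weeks of the diet, whereas the sample labels place the control mice at about 8 weeks of age. Diet, streptozotocin and age therefore differ together between the 2 kinds of mice. The paper does not state whether cells of both kinds were isolated and sequenced together, so a difference in preparation cannot be told apart either. The authors aligned the paired-end reads to the mouse genome GRCm38 with HISAT2 and estimated abundance with StringTie and Ballgown as FPKM, fragments scaled to transcript length and to library size. The tables held 11631 protein-coding genes, each with a mean of at least 0.5 FPKM in at least 1 of the 4 conditions. FPKM are not counts and the number of reads in each library is not in the files, so the precision of each value comes from the replicates alone. The FPKM of a library summed to a median of 331156 (range 315152 to 344908) in control cells with vehicle and 326665 (range 319929 to 340389) with linagliptin. In DM-HFD cells the median sum was 401008 (range 383621 to 405457) with vehicle and 354868 (range 326762 to 392191) with linagliptin. Mitochondrially encoded mRNAs, which specify subunits of the respiratory chain, took 36.3% ± 1.20 (SD, n = 5) of the FPKM in control cells with vehicle and 35.9% ± 2.90 (SD, n = 5) with linagliptin. In DM-HFD cells they took 47.8% ± 4.07 (SD, n = 3) with vehicle and 35.9% ± 8.21 (SD, n = 3) with linagliptin. Groups were compared with limma on log2(FPKM + 1), so that fold changes of genes with low FPKM are drawn toward 1, over genes with a mean of at least 0.5 FPKM in a compared group. Genes were counted at the thresholds of the study, a fold change of at least 1.5 and an unadjusted p of at most 0.05, and separately at a Benjamini-Hochberg adjusted p under 0.05.

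**Figure D1:**
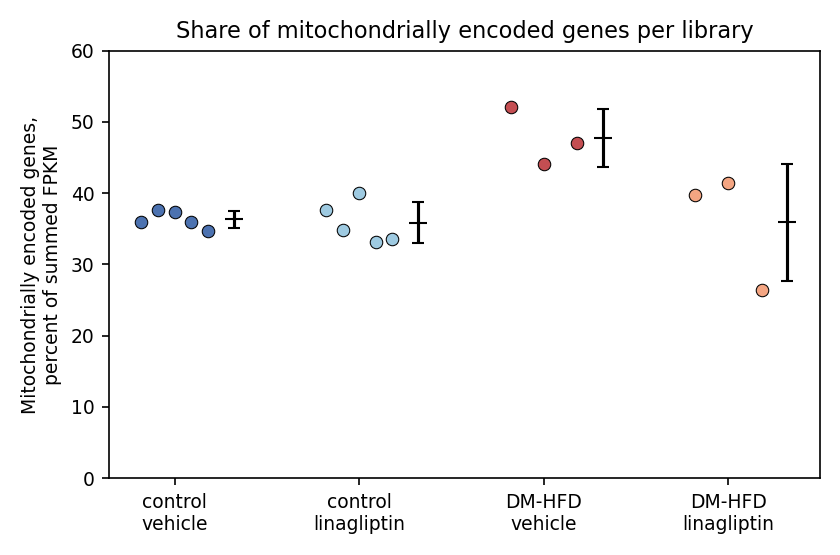
Share of the summed FPKM of each library taken by mitochondrially encoded genes (percent, y axis) in the 4 conditions; points are libraries and bars are the mean ± SD (n = 5 per condition of control cells, n = 3 per condition of DM-HFD cells). DM-HFD cells with vehicle lie between 44.1% and 52.2%, above the 34.7% to 37.6% of control cells with vehicle, and the DM-HFD library with linagliptin at 26.5% is the lowest of the 16.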

By performing differential gene expression analysis [12] (fold change cut off 1.5; *p* value ≤ 0.05; fragments per kilobase of transcript per million mapped reads (FPKM) ≥ 0.5 mean in one group), we observed that very few genes were differentially expressed in cardiomyocytes exposed to linagliptin. Indeed, in either cardiomyocytes from non-diabetic, non-high fat diet-fed (control) mice, or DM-HFD mice, the expression of ≤0.2% of genes was altered with linagliptin exposure (Figure 3D,E and Supplementary Materials Tables S1–S4). In contrast, ~18.5% of genes were differentially expressed in a comparison of the cardiomyocyte transcriptomes between control mice and DM-HFD mice (Figure 3F). Furthermore, at the depth of our RNA sequencing (40 million paired-end reads), we did not detect DPP-4 transcripts in primary cultured adult mouse cardiomyocytes.

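In cardiomyocytes of control mice, 13 genes were higher and 12 lower with linagliptin at the thresholds of the study, 0.22% of 11365 genes tested. Pde2a, a phosphodiesterase that degrades cAMP and cGMP, lies on chromosome 7 of GRCm38 from 101421691 to 101512827. It was 4.31 ± 1.32 FPKM (SD, n = 5) with linagliptin and 1.70 ± 1.48 (SD, n = 5) with vehicle, a log2 fold change of 1.12 (standard error 0.35, adjusted p = 0.997 from limma). Pakap, an anchoring protein of protein kinase A, was 4.68 ± 1.58 FPKM (SD, n = 5) with linagliptin and 1.62 ± 0.587 with vehicle, and every library with linagliptin lay above every library with vehicle. Itgav, the integrin alpha V subunit, was 5.21 ± 2.79 FPKM with linagliptin and 2.20 ± 0.632 with vehicle. March8, Tmem230, Rprd1b, Fbxo33, Mgat1, Crispld2 and Cbll1 were higher with log2 fold changes between 0.59 and 0.84. Among lower genes, the deubiquitinase homologue Usp50 was 0.00490 ± 0.00682 FPKM with linagliptin and 1.88 ± 1.76 with vehicle (n = 5 each). Tmem70, which assists the assembly of ATP synthase, was 21.5 ± 2.73 FPKM with linagliptin and 44.2 ± 21.5 with vehicle, a log2 fold change of -0.85. Pcyt1a, an enzyme of phosphatidylcholine synthesis, had a log2 fold change of -0.82, and Golph3l, Ccdc71, Pgap2, Ninj1 and Lmo2 had values between -0.79 and -0.60. A further 6 genes past the thresholds are gene models without a name. Of 29 genes of calcium handling and excitation, 0 passed an adjusted p of 0.05 in limma and 0 when adjusted over the list alone. Within that list the log2 fold change of Pln, which encodes phospholamban, was 0.29 (standard error 0.10, adjusted p = 0.997 from limma) and that of Atp2a2, which encodes SERCA2, was -0.01. Of 31 genes of nitric oxide, cGMP and cAMP signalling, 0 passed the adjusted p and Pde2a alone passed the thresholds of the study. Of 25 endothelial markers, 0 passed the adjusted p, while 23 had a log2 fold change above 0, with a median of 0.19 (adjusted p = 0.000851 from camera, 0.905 with an estimated correlation). In the same comparison 37 of 38 genes of the extracellular matrix and TGF-beta (median 0.14, adjusted p = 0.000114 from limma's camera) and 14 of 18 fibroblast markers (median 0.15, adjusted p = 0.0288 from limma's camera) lay above 0, and 23 of 28 genes of the sarcomere and cardiomyocyte identity below 0 (median -0.07, adjusted p = 0.00215 from limma's camera). In each of these 3 lists 0 genes passed the adjusted p and the estimated correlation gave 0.905, and with quantile scaling the fibroblast and sarcomere lists did not pass (adjusted p = 0.0619 and 0.319 from limma's camera). Cdh5 and Fabp4, 2 of the endothelial markers chosen by their high FPKM, had log2 fold changes of 0.24 and 0.15. Of 56 nuclear genes of oxidative phosphorylation, 41 were below 0, with a median of -0.06 (adjusted p = 1.8e-05 from camera, 0.905 with an estimated correlation). Across 11229 genes, which are not independent replicates, the log2 fold change in this comparison had a Spearman's rho of 0.285 with transcript length and -0.339 with GC content. The values above do not separate shifts of the lists from these trends. The share of mitochondrially encoded mRNAs differed by -0.477 percentage points between linagliptin and vehicle (exact two-sided permutation test, p = 0.77). By limma, 0 genes passed an adjusted p of 0.05 and 455 had an unadjusted p under 0.05, against 568 expected by chance, and 0 passed with the model of Ballgown or with a linear model for each gene without moderation. The count past the thresholds was 53 without control linagliptin replicate 3, 59 with TPM, 73 with gene values summed from transcripts, 75 and 84 with pseudocounts of 0.1 and 0.01, and 15 with the model of Ballgown. Each of the 10 libraries, when left out, ended the call of at least 1 of March8, Tmem230, Rprd1b, Mgat1, Crispld2, Cbll1, Pcyt1a, Golph3l, Ccdc71, Pgap2, Ninj1 and Lmo2, whereas Pde2a, Pakap, Itgav, Fbxo33, Usp50 and Tmem70 passed without each library in turn. The model of Ballgown did not call Pde2a, Itgav, Usp50 or Tmem70.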

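In cardiomyocytes of DM-HFD mice, 55 genes were higher and 18 lower with linagliptin at the thresholds of the study, 0.656% of 11127 genes tested. Myh7, the beta-myosin heavy chain of the fetal ventricle, was 45.2 ± 17.6 FPKM (SD, n = 3) with linagliptin and 16.6 ± 4.53 (SD, n = 3) with vehicle, a log2 fold change of 1.36 (standard error 0.30, adjusted p = 1.00 from limma). It lies on chromosome 14 of GRCm38 from 54970684 to 54994626. Nppa, which encodes atrial natriuretic peptide, was 333 ± 210 FPKM (SD, n = 3) with linagliptin and 132.5 ± 52.0 with vehicle. Scamp4, a secretory carrier membrane protein, was 16.6 ± 4.85 FPKM with linagliptin and 3.85 ± 1.36 with vehicle (log2 fold change 1.85, adjusted p = 0.916 from limma). It shares part of chromosome 10, from 80606021 to 80615783, with Adat3, a subunit of a tRNA-editing adenosine deaminase, which was 1.04 ± 0.214 FPKM with linagliptin and 5.24 ± 0.610 with vehicle. The log2 fold change of Adat3 was -1.62 (standard error 0.19), and its adjusted p of 0.252 from limma was the lowest of the comparison. Both genes also varied against each other without linagliptin. In control vehicle replicate 2 Adat3 was 5.36 and Scamp4 1.32 FPKM, against 0.591 to 0.950 and 10.2 to 11.7 in the others of that condition. Whether reads were divided differently between these overlapping genes was not tested. Tmem70 was 42.1 ± 10.6 FPKM with linagliptin and 15.9 ± 2.73 with vehicle (log2 fold change 1.34). Nmrk2, a nicotinamide riboside kinase that feeds NAD synthesis, was 32.3 ± 18.7 and 11.2 ± 7.12 FPKM, and Psat1, an enzyme of serine synthesis, was 33.6 ± 14.5 and 14.9 ± 3.57 FPKM, with linagliptin and with vehicle. Of 18 heat shock genes, 3 were higher at the thresholds and 0 at an adjusted p of 0.05 from limma: the chaperones Hspa1a and Hspa1b, paralogs that may share reads, each at a log2 fold change of 1.16, and Hspb1 at 0.62. Ramp2, a receptor activity modifying protein for adrenomedullin, had a log2 fold change of 1.05, which was 0.11 with gene values summed from transcripts, and Eif3j2 was 1.82 ± 1.87 FPKM with linagliptin and listed at 0 with vehicle. Lower genes included Slc10a4 at a log2 fold change of -1.20, Nfix at -1.01, Chmp3 at -0.84, the peptide hormone apelin (Apln) at -0.73, Rps27rt at -0.68 and the glutaredoxin Glrx at -0.66. Of 13 mitochondrially encoded genes, mt-Nd4, mt-Atp6, mt-Cytb and mt-Co2 were lower at the thresholds and 0 were higher, with a median log2 fold change of -0.61 (adjusted p = 1.03e-22 from camera, 0.894 with an estimated correlation). For example, mt-Cytb, a subunit of complex III, was 11484 ± 3568 FPKM (SD, n = 3) with linagliptin and 19285 ± 4282 with vehicle. The share of mitochondrially encoded mRNAs differed by -11.9 percentage points (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). None of these 4 genes passed the thresholds without DM-HFD linagliptin replicate 3 or DM-HFD vehicle replicate 1, and mt-Co2 turned to 0.11 with quantile scaling. The median of the list was -0.28 without DM-HFD linagliptin replicate 3 and -0.26 with the trends over length and GC removed. With quantile scaling it was -0.06, 8 of 13 genes lay below 0 and the call of the list ended (adjusted p = 0.0646 from limma's camera, between 4.13e-27 and 4.6e-08 under the other settings with the preset correlation). Quantile scaling gives every library the same set of values, which limits shifts of the highest genes, so it cannot decide here. Myh7, Scamp4, Adat3, Tmem70, Ramp2 and Slc10a4 passed without each of the 6 libraries in turn, and each other gene called here lost its call without at least 1 of them. Of 24 endothelial markers, 0 passed the adjusted p, with a median of 0.03 and an opposite direction in camera (lower, adjusted p = 0.0295, 0.966 with an estimated correlation). Across 11037 genes the log2 fold change with linagliptin in DM-HFD cells had a Spearman's rho of 0.126 with transcript length and 0.482 with GC content. In calcium handling (29 genes) and nitric oxide, cGMP and cAMP signalling (29 genes), 0 genes passed the adjusted p or the thresholds, and the log2 fold change of Pln was -0.10 (standard error 0.42).

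**Figure D2:**
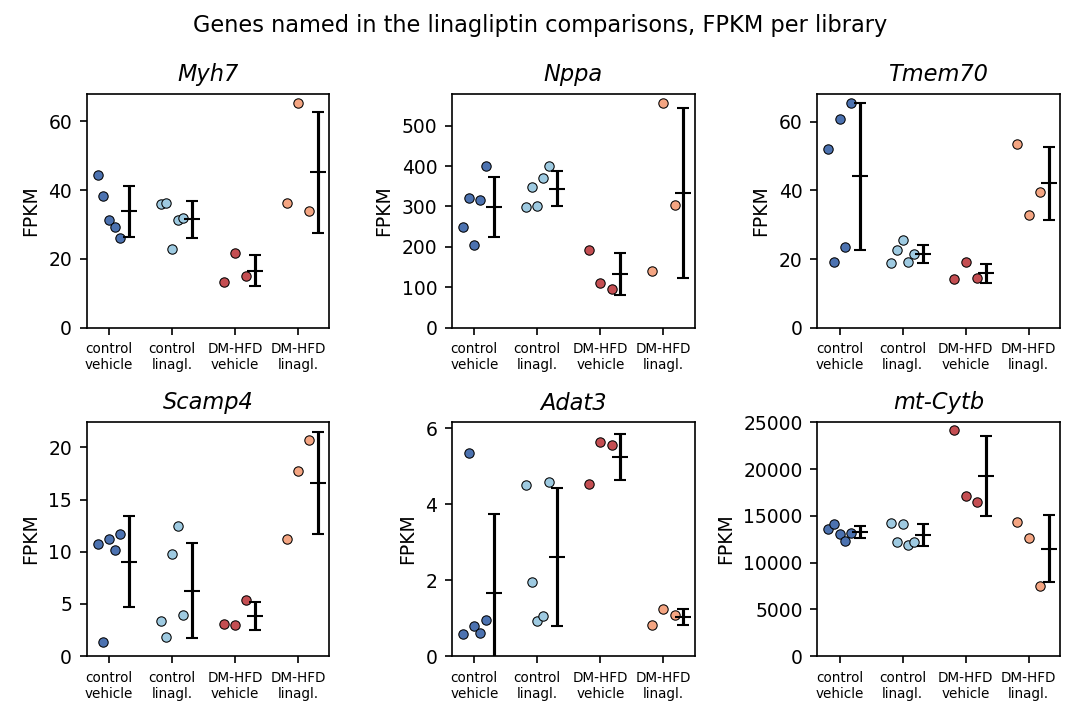
FPKM (y axis, linear) of Myh7, Nppa, Tmem70, Scamp4, Adat3 and mt-Cytb in the 4 conditions; points are libraries and bars are the mean ± SD (n = 5 or n = 3). In DM-HFD cells, Adat3 lies between 0.808 and 1.23 FPKM with linagliptin and between 4.54 and 5.64 with vehicle, while in control cells with vehicle it ranges from 0.591 to 5.36.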

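Across the DM-HFD cells, 0 genes passed an adjusted p of 0.05 in limma and 129 had an unadjusted p under 0.05, against 556 expected by chance. The model of Ballgown and a linear model for each gene without moderation also gave 0 at the adjusted p, with 251 and 23 genes past the thresholds. In limma 1 gene passed the adjusted p under each of 4 other settings: Adat3 with the GC trend removed (adjusted p = 0.0447), with the trends over length and GC removed (0.013) and with these removed on median-of-ratios scaling (0.00965), and a gene model without a name without DM-HFD linagliptin replicate 2. The difference between both kinds of mice in the response to linagliptin passed an adjusted p of 0.05 for 0 of 11631 genes in limma, with 532 at an unadjusted p under 0.05 and a lowest adjusted p of 0.891, and for 18 genes without DM-HFD linagliptin replicate 1. Tmem70 had a difference in log2 fold change of 2.19 (standard error 0.46, adjusted p = 0.891 from limma) and was called in opposite directions in control and DM-HFD cells. Across 10861 genes, which are not independent replicates, the log2 fold changes in control and DM-HFD cells had a Pearson's r of -0.20 and a Spearman's rho of -0.20. That r was -0.0403 without DM-HFD linagliptin replicate 3, -0.0959 without DM-HFD vehicle replicate 1 and -0.102 without control vehicle replicate 4. Without linagliptin replicates 1, 2 or 3 of the DM-HFD cells the count past the thresholds was 543, 177 and 30, without vehicle replicates 1 or 2 it was 37 and 233, and with TPM it was 304. With median-of-ratios scaling, which moves the median log2 fold change of all genes from 0.12 to 0.03, 25 genes were higher and 36 lower, and the call of Nppa ended (1.05).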

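Between DM-HFD and control cardiomyocytes exposed to vehicle, 209 genes were higher and 2063 lower in DM-HFD cells at the thresholds of the study, 20% of 11359 genes tested. Oxct1, which starts the use of ketone bodies, fell from 202 ± 34.1 FPKM (SD, n = 5) in control cells to 70.9 ± 36.4 (SD, n = 3) in DM-HFD cells, a log2 fold change of -1.60 (adjusted p = 0.00183 from limma). Chrm2, the muscarinic acetylcholine receptor M2 that slows the heart, fell from 17.8 ± 3.98 to 3.60 ± 1.61 FPKM, and Mylk3, the cardiac myosin light chain kinase, from 53.1 ± 7.37 to 17.8 ± 4.10. Nebl, a Z-disc protein, fell from 27.3 ± 5.65 to 8.45 ± 2.31 FPKM. Chrm2 lies on chromosome 6 of GRCm38 from 36388084 to 36528414. Serpina3n, a secreted protease inhibitor of the acute phase, rose from 2.61 ± 0.668 to 15.3 ± 6.76 FPKM, and Pglyrp2, a peptidoglycan recognition protein, from 0.219 ± 0.105 to 5.14 ± 3.50. Serinc2, Slc10a4, Steap1 and Cgref1 rose with log2 fold changes between 1.38 and 1.65. Iigp1, an interferon-inducible GTPase, fell from 31.7 ± 7.37 to 6.83 ± 3.99 FPKM (log2 fold change -2.15, adjusted p = 0.000637 from limma). Ppp1r3a, a glycogen-targeting subunit of protein phosphatase, fell by 1.89 on the log2 scale, and Lims1, Sparcl1 and Ehbp1 fell by between 1.60 and 1.65. Angptl4, an inhibitor of lipoprotein lipase, rose from 13.4 ± 7.77 to 36.1 ± 11.9 FPKM (adjusted p = 0.0238 from limma), a call that ended without DM-HFD vehicle replicate 2 or 3. Haemoglobin transcripts of Hba-a2, Hbb-bs and Hba-a1, markers of red cells, were higher with log2 fold changes of 1.47 to 1.64, and each turned negative with the model of Ballgown. The covariate of that model is made from the values under the upper quartile of a library. Median FPKM lay between 3.66 and 3.90 in these DM-HFD libraries and between 4.66 and 5.14 in the control libraries. The covariate may therefore not be separable from the groups. At an adjusted p under 0.05 from limma, 331 genes were higher and 3220 lower, and in 33.3% of the genes tested the libraries of the 2 groups did not overlap, against 3.57% by chance. The median log2 fold change of all genes was -0.20, and across 11238 genes, which are not independent replicates, the log2 fold change had a Spearman's rho of -0.485 with transcript length and 0.502 with GC content. With the trends over length and GC removed, 1354 genes passed the thresholds, and with median-of-ratios scaling, which sets the median near 0, 758 were higher and 961 lower. The model of Ballgown called 888 genes at the thresholds and 0 at an adjusted p under 0.05, with 937 at an unadjusted p under 0.05, and a linear model for each gene called 153 higher and 1949 lower.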

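Among gene groups in the same vehicle libraries, the genes that passed the adjusted p over all genes were higher in DM-HFD libraries for markers of macrophages and leukocytes and lower for markers of endothelium and pericytes. Of all 11359 genes tested, 331 were higher and 3220 lower. Whether the markers differ within cardiomyocytes or through the number of other cells in the isolates was not tested. Of 12 macrophage and leukocyte markers, 4 rose, 0 fell and 8 did not pass, and 4 rose when adjusted over the list alone (adjusted p = 3.24e-06 from camera, 0.695 with an estimated correlation). Cd68, a lysosomal protein of macrophages, rose from 13.5 ± 2.41 (SD, n = 5) to 33.2 ± 11.6 FPKM (SD, n = 3), Csf1r, the receptor of their growth factor, from 1.50 ± 0.176 to 3.19 ± 0.834, and Tyrobp and C1qb rose too. Tyrobp and C1qb did not pass with the trends over length or GC removed or without DM-HFD vehicle replicate 1 or 3, and C1qb (adjusted p = 0.0467 from limma) not with TPM or without control vehicle replicate 1, 3, 4 or 5 either. Of 25 endothelial markers, 12 fell and 0 rose (13 when adjusted over the list alone), with a median log2 fold change of -0.53 (adjusted p = 0.0604 from limma's camera). Kdr, the VEGF receptor of endothelial cells, fell by 1.19 on the log2 scale (standard error 0.16, adjusted p = 0.000683 from limma) and Fabp4 by 1.15 (standard error 0.23, adjusted p = 0.00385 from limma). Of 14 smooth muscle and pericyte markers, 7 fell and 0 rose (8 and 1 when adjusted over the list alone), with a median of -0.72 (adjusted p = 0.574 from limma's camera). Among them Rgs5 fell from 11.7 ± 2.55 to 2.45 ± 0.668 FPKM and Mcam from 6.81 ± 0.827 to 2.43 ± 1.25. Of 13 mitochondrially encoded genes, 8 rose and 0 fell (12 when adjusted over the list alone), with a median of 0.63 (adjusted p = 1.99e-11 from camera, 0.345 with an estimated correlation). mt-Co3, a subunit of complex IV, rose from 10695 ± 600 to 24482 ± 2480 FPKM (SD, n = 5 and n = 3), and the mitochondrial share was higher by 11.4 percentage points (exact two-sided permutation test, p = 0.0179, the smallest p that 5 libraries against 3 allow, and 0.0716 when adjusted over the 4 comparisons). With quantile scaling the list gave no shift (adjusted p = 0.961 from limma's camera, direction lower), and mt-Nd1, mt-Nd2 and mt-Cytb turned negative. That scaling gives every library the same set of values, which limits shifts of the highest genes, so it cannot decide the direction here. Of 61 cytosolic ribosomal proteins, 26 rose and 0 fell (40 when adjusted over the list alone, adjusted p = 1.42e-24 from camera, 0.695 with an estimated correlation), whereas with TPM the balance turned. TPM moved the median log2 fold change of all genes from -0.20 to -0.47, so a turn with TPM is not particular to a list. Of 41 genes of fatty acid uptake and oxidation, 6 rose and 4 fell (5 and 3 when adjusted over the list alone), and camera gave an adjusted p of 6.06e-05 (0.74 with an estimated correlation). In it the dienoyl-CoA isomerase Ech1 rose from 311 ± 26.1 to 601 ± 29.6 FPKM, while lipoprotein lipase (Lpl) fell from 277 ± 33.3 to 149 ± 33.3 and the coactivator Ppargc1a from 7.78 ± 2.15 to 3.20 ± 1.10. With TPM, or with the trends over length and GC removed, more of these genes fell than rose, and the same held for 56 nuclear genes of oxidative phosphorylation, of which 4 rose and 2 fell (0 when adjusted over the list alone; adjusted p = 8.33e-08 from camera, 0.74 with an estimated correlation). With quantile scaling too, more of the oxidative phosphorylation genes fell than rose. Of 18 genes of ketone and branched-chain amino acid use, 7 fell and 1 rose, in both adjustments, with Mut at a log2 fold change of -1.02 and Hibch at -0.99 (adjusted p = 0.61 from limma's camera).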

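In several groups of contraction and signalling, the genes that passed the adjusted p over all genes were lower in DM-HFD than in control cells with vehicle, as were 3220 of all 11359 genes tested. Of 29 genes of calcium handling and excitation, 10 fell and 0 rose (12 and 1 when adjusted over the list alone), with a median log2 fold change of -0.52 (adjusted p = 0.124 from limma's camera). Asph, which yields the junctional protein junctin, fell from 14.5 ± 2.16 (SD, n = 5) to 5.83 ± 1.68 FPKM (SD, n = 3), triadin (Trdn) from 44.7 ± 5.69 to 19.5 ± 7.33 and Hrc, a calcium-binding protein of the sarcoplasmic reticulum, from 277 ± 27.3 to 164 ± 27.1. Pln fell from 184 ± 24.1 to 105 ± 27.3 FPKM (log2 fold change -0.83, standard error 0.18, adjusted p = 0.0066 from limma) and Atp2a2 from 731.5 ± 118 to 490 ± 145 (log2 fold change -0.60, adjusted p = 0.0417 from limma), and neither passed with median-of-ratios scaling. Without control vehicle replicate 1, 3 or 4 or DM-HFD vehicle replicate 1 or 3 the call of Atp2a2 ended. Of 28 genes of the sarcomere and cardiomyocyte identity, 9 fell and 0 rose in both adjustments, among them myomesin 2 (Myom2) at -0.70 and the transcription factor Tbx20 at -0.86 (adjusted p = 0.646 from limma's camera). Myh7 fell by 0.99 and Nppa by 1.19 on the log2 scale, 2 of 5 genes that fell among 15 fetal and hypertrophy genes (adjusted p = 0.61 from limma's camera). Of 26 genes of insulin signalling, 15 fell and 0 rose (16 when adjusted over the list alone), with a median of -0.44 (adjusted p = 0.039 from camera, 0.74 with an estimated correlation). Pik3r1, the regulatory subunit of phosphoinositide 3-kinase, fell from 9.10 ± 1.48 to 3.65 ± 0.136 FPKM and the ribosomal S6 kinase Rps6kb1 from 7.65 ± 0.516 to 3.18 ± 0.505. Of 31 genes of nitric oxide, cGMP and cAMP signalling, 12 fell and 0 rose (13 when adjusted over the list alone), including Prkar2a, a regulatory subunit of protein kinase A, at -0.89 (adjusted p = 0.11 from limma's camera). In the circadian clock, 7 of 19 genes fell and 0 rose in both adjustments, with Rora at -1.51 and Nr1d2 falling from 29.8 ± 3.36 to 11.5 ± 3.02 FPKM (adjusted p = 0.171 from limma's camera). Of 19 hypoxia and HIF-1 genes, 6 fell and 0 rose in both adjustments, among them Vegfa at -1.10 and Hif1a at -0.95 (adjusted p = 0.163 from limma's camera). With both trends removed and median-of-ratios scaling, Lpl, Ppargc1a, Mut, Hibch, Trdn, Myom2, Tbx20, Myh7, Rps6kb1 and Hif1a no longer passed, whereas Kdr, Mcam, Rgs5, Asph, Hrc, Pik3r1, Prkar2a, Rora, Nr1d2 and Vegfa did.

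**Figure D3:**
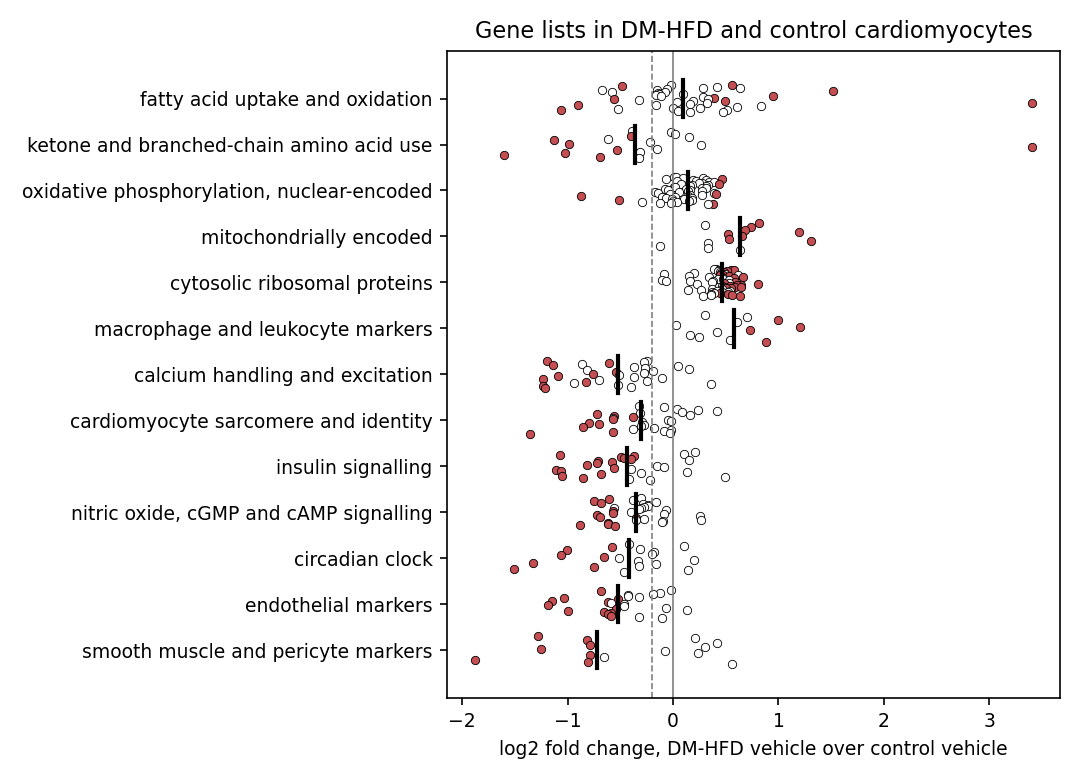
Log2 fold change of DM-HFD over control cells with vehicle (x axis) for the members of 13 gene lists; each point is a gene, filled red at an adjusted p under 0.05 from limma, the black bar is the median of the list and the dashed line is the median of all genes, -0.20. The medians of mitochondrially encoded genes (0.63) and macrophage markers (0.58) lie to the right of that line and those of endothelial markers (-0.53) and pericyte markers (-0.72) to its left. With quantile scaling, which limits shifts of the highest genes, the mitochondrially encoded list gives no shift.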

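Dpp4, the gene of DPP-4, lies on chromosome 2 of GRCm38 from 62330073 to 62412231 and was listed in 0 lines of the gene table and 0 lines of the transcript table. Its relatives Dpp8 and Dpp9, which encode cytosolic peptidases of the same family, were listed in every condition. Dpp8 was 6.84 ± 1.31 FPKM (SD, n = 5) in control cells with vehicle, 7.86 ± 0.642 (SD, n = 5) with linagliptin, and 3.72 ± 0.685 and 4.30 ± 1.66 (SD, n = 3 each) in DM-HFD cells with vehicle and linagliptin. Dpp9 was 9.76 ± 1.63 and 9.47 ± 1.06 FPKM in control cells and 9.44 ± 1.92 and 12.0 ± 2.55 in DM-HFD cells with vehicle and linagliptin. Transcripts of endothelial cells, in which the paper places cardiac DPP-4, were listed in all conditions. Pecam1, the endothelial adhesion molecule, was 20.6 ± 2.47 FPKM in control cells and 14.2 ± 4.08 in DM-HFD cells with vehicle, and 24.4 ± 5.13 and 14.4 ± 9.52 with linagliptin. Nos3, the endothelial nitric oxide synthase, was 2.34 ± 0.530 FPKM in control cells and 2.28 ± 1.03 in DM-HFD cells with vehicle, and 2.93 ± 0.929 and 3.64 ± 3.47 with linagliptin. Of the DPP-4 family, its substrates and the incretin receptors, 11 genes were tested between DM-HFD and control cells with vehicle. The chemokine Cxcl12, Dpp8 and the adenosine receptor Adora1 fell in both adjustments and 0 rose (adjusted p = 0.61 from limma's camera, in the opposite direction), and with median-of-ratios or quantile scaling more of the list rose than fell. With the model of Ballgown, whose covariate may not be separable from the groups, Dpp8 and Adora1 turned to 0.17 and 0.29. Adora1 did not pass without control vehicle replicate 3 or DM-HFD vehicle replicate 1 or 3. With linagliptin, 0 of 11 passed an adjusted p of 0.05 from limma in control or in DM-HFD cells. When adjusted over the list alone, 1 was higher in control cells, the adenosine receptor Adora2a (0.749 against 0.412 FPKM, log2 fold change 0.31), named after its values were seen, and 0 in DM-HFD cells. A gene is listed where its mean reaches 0.5 FPKM in a condition, the lowest listed being 0.500, so the missing lines place the mean of Dpp4 under that level in each condition and do not show that its transcripts were absent. For the transcript Dpp4-201, of 5268 nucleotides, that level equals 105 fragments at the depth that the paper states, or 52.7 if each read pair was counted as 2 reads. In its discussion the paper reasons that the marginal increase of phospholamban phosphorylated at Ser16 in cardiomyocytes given linagliptin was most likely an off-target effect, from the endothelial pattern of DPP-4 in the heart, the missing DPP-4 protein and transcripts in cardiomyocytes, and the few genes that changed.

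**Figure D4:**
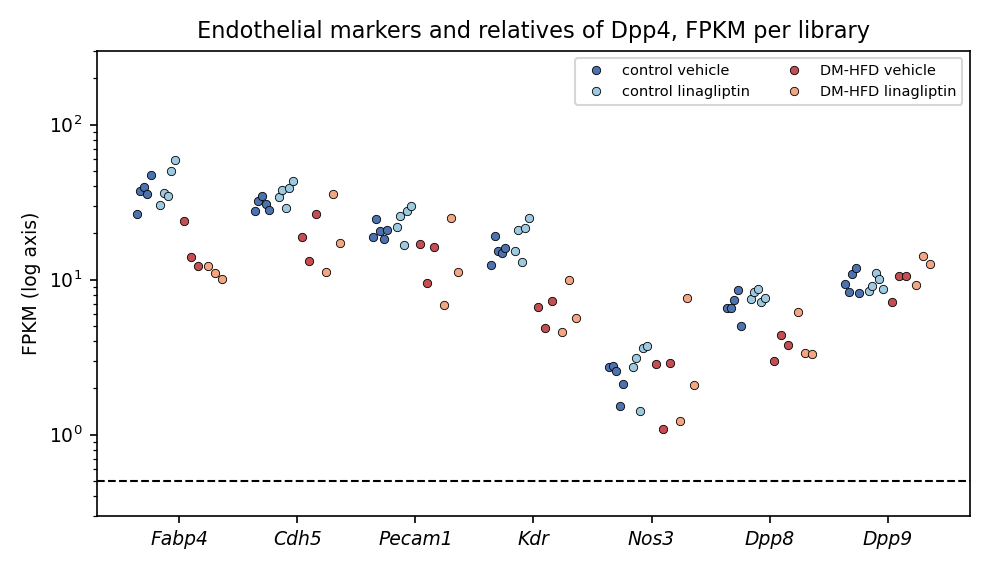
FPKM (y axis, log scale) of the endothelial markers Kdr, Fabp4, Cdh5, Pecam1 and Nos3 and of Dpp8 and Dpp9 in the 4 conditions. Points are libraries and the dashed line is the lowest mean at which a gene is listed, 0.500. Every library lies above the line for all 7 genes, from 1.09 FPKM (Nos3) to 59.1 (Fabp4), and Dpp4 has no points.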

### 2.4. Linagliptin Directly Induces Intracellular Signaling in Endothelial Cells and Indirectly Induces Intracellular Signaling in Cardiomyocytes

Given the apparently robust effect of linagliptin in improving the ex vivo recovery of intact hearts, but the comparably minimal effect of linagliptin on cardiomyocytes themselves, we hypothesized that the DPP-4 inhibitor may thus mediate its effects on cardiomyocytes indirectly through actions in another cell-type, most likely endothelial cells. Through immunoblotting, we confirmed the absence of DPP-4 protein in isolated mouse cardiomyocytes (Figure 4A), but the presence of DPP-4 protein in the mouse C166 endothelial cell line (Figure 4B). We exposed C166 endothelial cells to linagliptin and observed increases in both the Ser473 phosphorylation of Akt (Figure 4C) and Ser1177 phosphorylation of eNOS (Figure 4D). Furthermore, treatment of primary cultured mouse cardiomyocytes with the nitric oxide (NO) donor, SNAP resulted in an ~50% increase in PLN(Ser16) phosphorylation (Figure 4E), comparable to the levels we had earlier observed in mouse hearts perfused with linagliptin (Figure 3A). The major target of NO signaling in the cardiovascular system is soluble guanylyl cyclase, which generates the second messenger cyclic guanosine monophosphate (cGMP) [13], that in turn facilitates cardiomyocyte PLN(Ser16) phosphorylation [14]. Accordingly, in our final experiments, we set out to determine whether linagliptin affects cardiomyocyte cGMP generation. When isolated cardiomyocytes were exposed to linagliptin at human C_max_ equivalent (9 nmol/L), we observed no change in cGMP concentrations (Figure 4F). In contrast, when we repeated the experiment with cardiomyocytes co-cultured in the presence of C166 endothelial cells in cell culture inserts, we observed an approximate 33% increase in cardiomyocyte cGMP with linagliptin (Figure 4G).

## 3. Discussion

Although there is structure-based rationale and indirect clinical trial evidence supporting the possibility of biological differences in the cardiac effects of different DPP-4 inhibitors, such a distinction has until now largely been conjectural in the absence of head-to-head comparison. In the present study, we took advantage of an ex vivo system to compare the cardiac effects of different DPP-4 inhibitors, observing that linagliptin consistently improved the recovery of contractile function after ischemia reperfusion injury. In exploring the mechanisms underlying this effect, we concluded that linagliptin has direct effects on mouse hearts at a concentration equivalent to that achieved in humans with standard dosing. However, whereas the cardiac actions of linagliptin result in phosphorylation of the Ca^2+^ handling protein PLN, they are most likely mediated in an indirect manner, plausibly through the actions of linagliptin on the cardiac endothelium.

The first two sub-studies herein described reported the findings of fairly large comparisons of different DPP-4 inhibitors when directly perfused to beating mouse hearts subjected to ischemia reperfusion. The Langendorff system that we utilized has two specific advantages for this comparison. First, it enabled us to examine the direct cardiac effects of the DPP-4 inhibitors isolated from broader neurohumoral effects that could occur through in vivo administration. Second, it allowed us to perform a head-to-head comparison by matching the different DPP-4 inhibitors using concentrations equivalent to the peak plasma levels achieved in patients with doses of the agents routinely employed in the clinic.

We began by comparing the DPP-4 inhibitors linagliptin, sitagliptin, alogliptin, and saxaglipin in the hearts of male and female mice and expanded our second sub-study to also include the active metabolite 5-hydroxy saxagliptin and the incretin hormone GLP-1 in the hearts of aged, diabetic high fat diet-fed mice. Regardless of mouse sex or comorbidity, we repeatedly observed improved recovery of LVDP after ischemia reperfusion in hearts perfused with linagliptin, an observation that was not recapitulated in the other experimental conditions. Although we observed a marginal increase in PLN(Ser16) phosphorylation by directly applying linagliptin to cardiomyocytes, we reasoned that this was most likely to be an off-target effect, noting that: (i) DPP-4 is primarily endothelial in its expression patterns in mouse hearts; (ii) DPP-4 protein was not detected in isolated cardiomyocytes by immunoblotting; (iii) DPP-4 transcripts in cardiomyocytes were not detected at the depth of our RNA sequencing; and (iv) linagliptin induced few gene expression changes in cardiomyocytes.

We speculated that an alternative means by which linagliptin affects cardiac contractility could be through its actions on the cardiac endothelium, which could in turn regulate cardiomyocyte function. Consistent with such a possibility, incubation of C166 endothelial cells with linagliptin resulted in Akt and eNOS phosphorylation whereas the NO donor, SNAP enhanced PLN(Ser16) phosphorylation in cardiomyocytes to levels similar to those seen in intact hearts perfused with linagliptin. Several previous studies have reported the activation of endothelial Akt/eNOS signaling by DPP-4 inhibitors including linagliptin [15,16,17]. In turn, NO produced by the endothelium can enhance cardiac contractility by promoting PLN(Ser16) phosphorylation in cardiomyocytes [13]. More specifically, NO increases cardiomyocyte cGMP levels that inhibit phosphodiesterase 3 (PDE3), preventing the inactivation of cyclic adenosine monophosphate (cAMP), and thus activating protein kinase A (PKA) [18], which phosphorylates PLN on serine residue 16 [19]. In our experiments, we observed an increase in cardiomyocyte cGMP with linagliptin when cells were co-cultured with C166 endothelial cells, but not when cardiomyocytes were exposed to linagliptin in isolation, supporting the assertion that linagliptin exerts its effects on cardiomyocytes through a signaling cascade initiated in the endothelium.

The role that NO plays in the heart can be both complex and conflicting [18,20]. Whereas low concentrations of NO are positively inotropic, at higher concentrations, NO induces higher levels of cGMP, which activate cGMP-dependent protein kinase (PKG). Among its actions, PKG inhibits voltage-dependent Ca^2+^ channels [20,21] and decreases myofilament Ca^2+^ responsiveness [22], actually impairing cardiac contractility. In addition, NO can interfere with mitochondrial respiration and at high concentrations, it can induce necrosis or apoptosis and affect platelet aggregation and the interaction of neutrophils with the endothelium [18]. Furthermore, the actions of NO in the heart are also influenced by the setting in which they occur (experimental or (patho)physiological), species, the presence of comorbidities, and drugs that affect NO release [18,23]. Studies conducted approximately 20 years ago reported that mice genetically deficient in eNOS paradoxically exhibit enhanced recovery following ischemia reperfusion, which has been attributed to inducible nitric oxide synthase (iNOS) superinduction or negation of peroxynitrite formation [24,25]. Accordingly, there may be circumstances in which DPP-4 inhibitor-induced NO production in the cardiac endothelium is not advantageous and could even potentially be deleterious.

A number of limitations in the present study warrant emphasis. For instance, although we observed differences in the cardiac effects of linagliptin in isolated perfused mouse hearts compared to the other DPP-4 inhibitors tested, the cause of this difference has not been defined. Comparative binding property studies indicate that each of the commonly available DPP-4 inhibitors bind in the same catalytic site of the enzyme [26,27]. However, there are differences in the subsite binding interactions within the drug class [26,27]. DPP-4 inhibitors can also differ substantially in their first order rate constant for dissociation of the protein-ligand complex (*k*_off_), target-binding being >1000 times longer for linagliptin than sitagliptin, for instance [28]. As a cell surface glycoprotein, DPP-4 interacts with a number of other proteins (including adenosine deaminase, fibronectin, collagen, and C-X-C chemokine receptor type 4 (CXCR4)) and it is thus conceivable that individual DPP-4 inhibitors could have unique effects based on the manner in which they sterically hinder these interactions. However, this possibility remains speculation and has not been examined in the present study. In addition, although we observed that linagliptin induces Akt/eNOS signaling in C166 endothelial cells at human C_max_ equivalent, the proximal events by which linagliptin induces this signaling cascade have not been resolved. It has been suggested that these events could be caused by linagliptin’s direct interference with the interaction between eNOS and caveolin-1, blocking the negative allosteric regulation of eNOS by caveolin-1 [17,29]. Downstream, whereas we focused on the effects of NO on cardiomyocyte PLN (Ser16) phosphorylation in mouse hearts and in primary cells, it should be recognized that improved recovery after ischemia reperfusion may also occur through NO-mediated improvements in coronary flow. Despite its limitations though, the present study does provide important new insights. In particular, use of the isolated heart perfusion system has enabled the demonstration that linagliptin, at a clinically relevant concentration, does have direct effects on mouse hearts irrespective of sex or comorbidity. This effect occurs without meaningful change in the cardiomyocyte transcriptome and may relate to the induction of endothelial signaling, which ultimately leads to the Ser16 phosphorylation of PLN in cardiomyocytes, enhancing cardiac contractility.

In summary, at least under the experimental conditions herein reported, DPP-4 inhibitors do have agent-specific direct cardiac effects. Linagliptin directly enhances the recovery of cardiac contractility after ischemia reperfusion injury at concentrations that are achieved in humans with standard dosing. These actions are likely to occur through the modulation of NO-regulated pathways.

## 4. Materials and Methods

### 4.1. Isolated Heart Perfusion Study 1

Hearts from male and female C57BL/6 mice (C57BL/6NCrl) aged seven to eight weeks (Charles River Laboratories, Senneville, Quebec, Canada) were perfused using a retrograde isolated perfusion technique [30]. Briefly, mice were anesthetized with an intraperitoneal injection of tribomoethanol (250 mg/kg) and hearts were isolated and mounted on a Radnoti Langendorff Constant Pressure Apparatus (AD Instruments, Colorado Springs, CO, USA). Hearts were perfused at constant pressure and with continuously oxygenated KHB maintained at 37 °C. KHB was supplemented with different DPP-4 inhibitors at the following concentrations for the duration of the perfusion, according to their reported dosage equivalent C_max_ in humans [31]: linagliptin 9 nmol/L (achieved with the 5 mg oral dosage in humans) [32], sitagliptin 817 nmol/L (achieved with the 100 mg oral dosage in humans) [33], alogliptin 110 ng/mL (achieved with the 25 mg oral dosage in humans without significant organ dysfunction) [34,35] and saxagliptin 24 ng/mL (achieved with the 5 mg oral dosage in humans) [31] (each from Boehringer Ingelheim Pharma GmbH & Co. KG, Biberach, Germany). Perfused hearts were stabilized for 40 min and then subjected to 20 min of global no-flow ischemia, followed by 40 min of reperfusion. Left ventricular developed pressure (LVDP), maximum and minimum dP/dt and heart rate were collected and analyzed using PowerLab 8/35 and LabChart Pro (AD Instruments).

### 4.2. Isolated Heart Perfusion Study 2

Male and female C57BL/6 mice (Charles River Laboratories) were placed on a high fat diet (45% kcal fat, 35% kcal carbohydrate, and 0.05% weight for weight cholesterol; Research Diets Inc., New Brunswick, NJ, USA). After 12 weeks, mice received a single intraperitoneal injection of streptozotocin (STZ; 90 mg/kg in 0.1 mol/L sodium citrate, pH 4.5). Diabetes was confirmed two weeks after STZ injection by blood glucose testing (One Touch UltraMini; LifeScan Canada Ltd., Burnaby, British Columbia, Canada) and mice that were not diabetic (blood glucose <12 mmol/L) received a second dose of STZ. Animals were continued on a high fat diet and were followed for a total of 26 weeks. Diabetic high fat diet-fed (DM-HFD) mice were then anesthetized and hearts perfused as already described. As we had observed in our previous work that the hearts of DM-HFD mice could exhibit poor recovery after 20 min no-flow ischemia [7], we supplemented the KHB with 2 mmol/L sodium pyruvate throughout the duration of the procedure [36]. Mouse hearts were perfused with buffer alone or buffer supplemented with 9 nmol/L linagliptin, 817 nmol/L sitagliptin, 11 ng/mL alogliptin, 24 ng/mL saxagliptin, 47 ng/mL 5-hydroxy saxagliptin (achieved with the 5 mg oral dose of saxagliptin in humans [37]) (Biomol GmbH, Hamburg, Germany) or 10 nmol/L glucagon-like peptide 1 (GLP-1) [38,39] (Biotrend Chemikalien GmbH, Köln, Germany).

All experimental procedures adhered to the guidelines of the Canadian Council on Animal Care and were approved by the St. Michael’s Hospital Animal Care Committee (ACC736, 7 March 2017).

### 4.3. Cell Culture

Adult primary cultured cardiomyocytes were isolated from mouse hearts following the protocol described by Ackers-Johnson et al [40] and C166 mouse yolk sac endothelial cells were from American Type Culture Collection (ATCC) (Manassas, VA, USA). Cells were incubated in the presence or absence of linagliptin (9 nmol/L) for 5 min for immunoblotting experiments and for 24 h for RNA sequencing. In addition, cardiomyocytes were incubated in the presence or absence of 100 µmol/L S-nitroso-*N*-acetylpenicillamine (SNAP) (Sigma-Aldrich, Oakville, Ontario, Canada) [41] for 5 min prior to immunoblotting. RNA isolation from cardiomyocytes was performed using TRIzol Reagent (Life Technologies, Carlsbad, CA, USA). For co-culture experiments, adult primary cultured cardiomyocytes and C166 cells were cultured separately on opposite sides of Millicell 6-well plate inserts with a 10 µm pore size PET membrane (MCRP06H48, EMD Millipore, Billerica, MA, USA) at a 1:2 density under control conditions or with culture media supplemented with 9 nmol/L linagliptin for 5 min. Cardiomyocyte cGMP concentrations were determined by direct immunoassay (ab65356, Abcam, Cambridge, MA, USA) according to the manufacturer’s instructions.

### 4.4. Immunoblotting

Immunoblotting was performed on mouse heart homogenates, isolated adult mouse cardiomyocytes or C166 endothelial cell lysates with the following antibodies: phosphorylated phospholamban (phospho-PLN) Ser16 1:1000 (A285) [42], total PLN 1:1000 (1D11) [43], DPP-4 1:1000 (AF954, R & D Systems, Minneapolis, MN, USA); phospho-Akt (Ser473) 1:1000 (#9271, Cell Signaling Technology, Danvers, MA, USA), total Akt 1:1000 (#9272, Cell Signaling Technology), phospho-endothelial nitric oxide synthase (phospho-eNOS) (Ser1177) 1:1000 (#07-428-I, Sigma-Aldrich), or GAPDH 1:1000 (#2118, Cell Signaling Technology). Densitometry was performed using ImageJ version 1.39 (National Institutes of Health, Bethesda, MD, USA).

### 4.5. Immunohistochemistry

Immunohistochemistry on serially cut mouse heart sections was performed with the following antibodies: DPP-4 1:50 dilution (AF954, R & D Systems), secondary antibody rabbit anti-goat 1:100 dilution (CLDB200, Cedarlane, Burlington, Ontario, Canada), CD31 1:100 (sc-1506-R, Santa Cruz Biotechnology, Dallas, TX, USA), secondary antibody Dako Envision+ System-HRP labeled polymer anti-rabbit (K4003, Agilent Technologies Canada Inc., Mississauga, Ontario, Canada), as previously described [44].

### 4.6. RNA Sequencing

RNA sequencing was performed using the 6G RNA Sequencing Service (150bp paired-end, 40 million reads) (Arraystar Inc., Rockville, MD, USA). In brief, mRNA was enriched using NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs Inc., Ipswich, MA, USA) and RNA sequencing library preparation was performed using a KAPA Stranded RNA-Seq Library Prep Kit (Illumina, San Diego, CA, USA). Sequencing (150 cycles for both ends) was performed on an Illumina Novaseq 6000. Image analysis and base calling was performed using Solexa pipeline v1.8 (Off-Line Base Caller software, v1.8) and sequence quality was examined using FastQC software. Trimmed reads (trimmed 5’, 3’-adaptor bases using cutadaptor) were aligned to the reference genome (GRCm38) using Hisat2 software. The transcript abundances for each sample were estimated using StringTie [45] and the FPKM, differential gene expression and volcano plots were generated using R package Ballgown [12]. RNA sequencing data are available at Gene Expression Omnibus (accession no. GSE144796).

### 4.7. Statistics

Data are expressed as mean ± S.D. Statistical significance was determined by one-way ANOVA with a Fisher least significant difference test for comparison of multiple groups or a two-tailed Student’s *t*-test for comparison between two groups. Statistical analyses were performed using GraphPad Prism 8 for macOS (GraphPad Software Inc., San Diego, CA, USA). A *p* value < 0.05 was considered statistically significant.

## Figures and Tables

**Figure 1:**
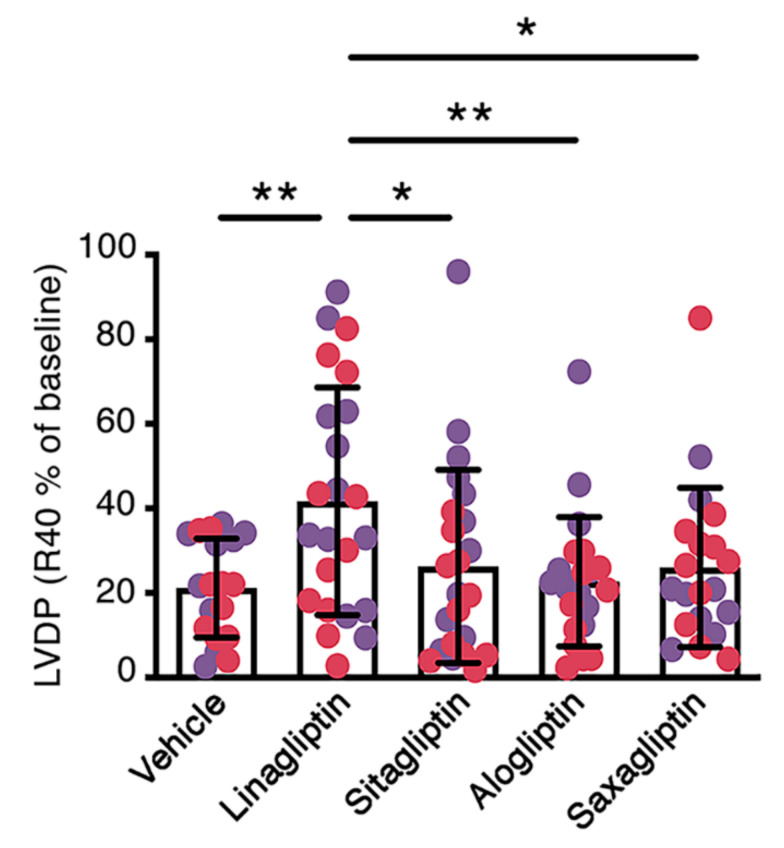
Perfusion of the hearts of young mice with linagliptin at human C_max_ equivalent enhances contractile recovery after ischemia reperfusion injury. Percentage recovery of left ventricular developed pressure 40 min after reperfusion (%LVDP R40) in the hearts of male (purple circles) and female (red circles) C57BL/6 mice aged 7–8 weeks perfused with vehicle (Krebs Henseleit buffer, KHB; *n* = 19) or KHB supplemented with 9 nmol/L linagliptin (*n* = 23), 817 nmol/L sitagliptin (*n* = 23), 110 ng/mL alogliptin (*n* = 22) or 24 ng/mL saxagliptin (*n* = 20). Values are mean ± S.D.. *p < 0.05, **p < 0.01 by one-way ANOVA followed by Fisher least significant difference post hoc test.

**Figure 2:**
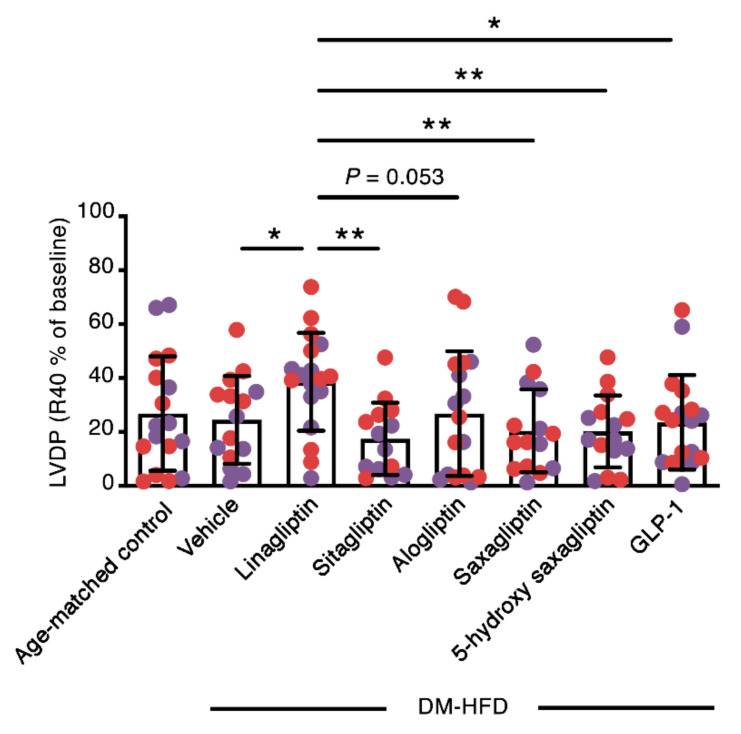
Perfusion with linagliptin at human C_max_ equivalent enhances the contractile recovery of the hearts of aged, diabetic high fat diet-fed (DM-HFD) mice after ischemia reperfusion injury. Percentage recovery of left ventricular developed pressure 40 min after reperfusion (%LVDP R40) in the hearts of male (purple circles) and female (red circles) C57BL/6 mice fed a high fat diet for 12 weeks, before receiving an intraperitoneal injection of streptozotocin (90 mg/kg) and fed a high fat diet for a further 14 weeks. Hearts were perfused with vehicle (sodium pyruvate (2 mmol/L) supplemented Krebs Henseleit buffer, KHB; *n* = 15) or sodium pyruvate supplemented KHB with 9 nmol/L linagliptin (*n* = 18), 817 nmol/L sitagliptin (*n* = 14), 110 ng/mL alogliptin (*n* = 17) or 24 ng/mL saxagliptin (*n* = 15), 47 ng/mL 5-hydroxy saxagliptin (*n* = 15) or 10 nmol/L GLP-1 (*n* = 18). Age-matched control (*n* = 17). Values are mean ± S.D.. *p < 0.05, **p < 0.01 by one-way ANOVA followed by Fisher least significant difference post hoc test.

**Figure 3:**
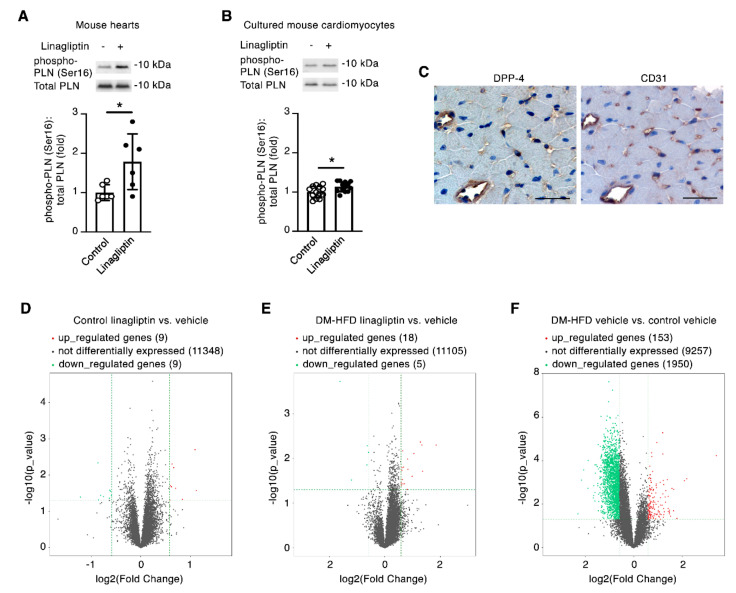
At human C_max_ equivalent, linagliptin indirectly increases Ser16 phosphorylation of the Ca^2+^ handling protein phospholamban in cardiomyocytes. (**A**) Immunoblotting for serine 16 phosphorylated phospholamban (PLN(Ser16)) in heart homogenates of young, non-diabetic adult mice perfused with Krebs Henseleit buffer (KHB) or KHB supplemented with 9 nmol/L linagliptin and subjected to 20 min no-flow ischemia followed by 40 min reperfusion (*n* = 6/group). (**B**) Immunoblotting primary cultured mouse cardiomyocytes for PLN(Ser16) under control conditions or after incubation with 9 nmol/L linagliptin for 5 min (*n* = 13/condition). (**C**) Serial cut sections from a C57BL/6 mouse heart immunostained for DPP-4 or CD31 showing predominant DPP-4 expression in CD31+ cells indicative of endothelial expression (*n* = 4). Scale bar = 50 µm. (**D**–**F**) Volcano plots of differentially expressed genes determined by RNA sequencing of adult mouse cardiomyocytes derived from young, non-diabetic, non-high fat diet-fed mice (D; *n* = 5/condition) or aged, diabetic, high fat diet-fed (DM-HFD) mice (E; *n* = 3/condition) exposed to linagliptin (9 nmol/L) or vehicle for 24 h. (**F**) Volcano plot of differentially expressed genes in vehicle-treated cardiomyocytes derived from DM-HFD mice (*n* = 3) and control mice (*n* = 5). Values are mean ± S.D.. *p < 0.05 by two-tailed Student’s *t*-test.

**Figure 4:**
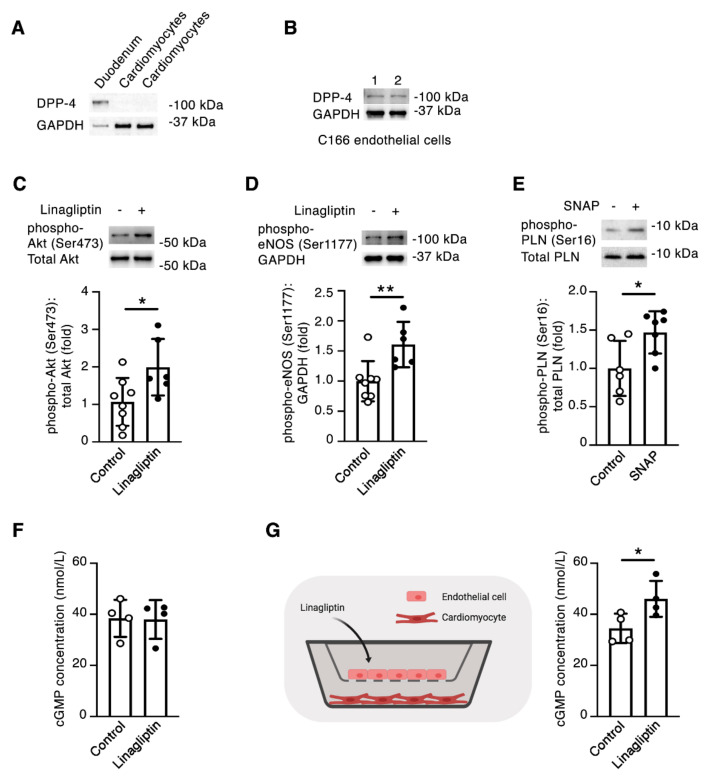
Linagliptin promotes NO-mediated endothelial-cardiomyocyte communication. (**A**) Immunoblotting showing absence of DPP-4 in primary cultured mouse cardiomyocytes (mouse duodenum = positive control). (**B**) Immunoblotting C166 endothelial cell lysates for DPP-4 (1 and 2 are replicates). (**C** and **D**) Immunoblotting C166 mouse endothelial cells for phospho-Akt (Ser473) (C) or phospho-eNOS (Ser1177) (D) after incubation with 9 nmol/L linagliptin for 5 min (control, *n* = 8, linagliptin, *n* = 6). (**E**) Immunoblotting adult mouse cardiomyocytes for PLN(Ser16) after exposure to 100 µmol/L S-nitroso-N-acetylpenicillamine (SNAP) for 5 min (vehicle, *n* = 6; SNAP, *n* = 7). (**F**) cGMP concentration in adult mouse cardiomyocytes under control conditions or after incubation with 9 nmol/L linagliptin for 5 min (*n* = 4/condition). (**G**) (Left) Co-culture experiment in which adult mouse cardiomyocytes were cultured in the presence of C166 endothelial cells in cell culture inserts before the addition of linagliptin. (Right) cGMP concentration in adult mouse cardiomyocytes co-cultured with C166 endothelial cells under control conditions or after incubation with 9 nmol/L linagliptin for 5 min. Values are mean ± S.D.. * *p* < 0.05, ** *p* < 0.01 by the two-tailed Student’s *t*-test.

**Table 1:** Effect of different DPP-4 inhibitors, administered at human C_max_ equivalent, on the ex vivo function of hearts of non-diabetic young mice at baseline and 40 min after ischemia perfusion (R40).

		LVDP (cmH_2_O)		dP/dt_max_ (cmH_2_O × ms^−1^)		dP/dt_min_ (cmH_2_O × ms^−1^)		Heart Rate (bpm)	
	*n*	Baseline	R40	Baseline	R40	Baseline	R40	Baseline	R40
Vehicle	19	94 ± 32	21 ± 16	3493 ± 1527	1268 ± 904	−2821 ± 979	−1127 ± 746	278 ± 86	348 ± 89
Linagliptin	23	95 ± 35	42 ± 32 ^a^	3957 ± 1957	2426 ± 2025	−2762 ± 1080	−1782 ± 1207	306 ± 77	377 ± 90
Sitagliptin	23	84 ± 29	21 ± 16 ^b^	4058 ± 2317	1667 ± 1188	−2706 ± 1063	−1335 ± 840	277 ± 95	340 ± 89
Alogliptin	22	88 ± 43	20 ± 18 ^b^	4134 ± 2722	1492 ± 1077	−2930 ± 1486	−1289 ± 908	294 ± 97	331 ± 87
Saxagliptin	20	90 ± 36	23 ± 18 ^c^	3898 ± 2522	1765 ± 1632	−2765 ± 1158	−1297 ± 894	300 ± 109	332 ± 121

Values are mean ± S.D.. ^a^ *p* < 0.01 vs. vehicle, ^b^ *p* < 0.001 vs. linagliptin, ^c^ *p* < 0.01 vs. linagliptin by one-way ANOVA followed by Fisher least significant difference post hoc test. bpm = beats per minute.

**Table 2:** Effect of different DPP-4 inhibitors, 5-hydroxy saxagliptin, or GLP-1 on the ex vivo function of hearts of aged diabetic high fat diet-fed mice (DM-HFD) at baseline and 40 min after ischemia perfusion (R40).

		LVDP (cmH_2_O)		dP/dt_max_ (cmH_2_O × ms^−1^)		dP/dt_min_ (cmH_2_O × ms^−1^)		Heart Rate (bpm)	
	*n*	Baseline	R40	Baseline	R40	Baseline	R40	Baseline	R40
Age-matched control + Vehicle	17	101 ± 30	25 ± 19	3777 ± 1913	1274 ± 1011	−2600 ± 960	−1295 ± 1240	275 ± 101	337 ± 98
DM-HFD + Vehicle	15	90 ± 27	21 ± 14	3433 ± 1021	1266 ± 796	−2541 ± 604	−1152 ± 692	295 ± 83	293 ± 139
DM-HFD + Linagliptin	18	103 ± 22	38 ± 16 ^ab^	3951 ± 1856	1920 ± 1295	−2763 ± 946	−1639 ± 1521	288 ± 87	327 ± 86
DM-HFD + Sitagliptin	14	81 ± 39	14 ± 11 ^c^	3139 ± 1894	1065 ± 870	−2156 ± 1143	−913 ± 760	311 ± 91	320 ± 108
DM-HFD + Alogliptin	17	83 ± 28	20 ± 19 ^d^	3422 ± 2024	1212 ± 949	−2483 ± 1361	−1313 ± 1475	297 ± 114	362 ± 148
DM-HFD + Saxagliptin	15	81 ± 15	15 ± 11 ^c^	3219 ± 1620	1156 ± 1099	−2251 ± 993	−957 ± 842	278 ± 94	321 ± 135
DM-HFD + 5-hydroxy saxagliptin	15	69 ± 54	14 ± 11 ^ac^	2578 ± 2275	805 ± 871	−1744 ± 1393 ^aef^	−672 ± 732	237 ± 73	317 ± 106
DM-HFD + GLP-1	18	96 ± 39	21 ± 17 ^e^	3929 ± 1486	1400 ± 937	−2981 ± 839 ^gh^	−1287 ± 758	311 ± 93	346 ± 91

Values are mean ± S.D. ^a^ *p* < 0.05 vs. control + vehicle, ^b^ *p* < 0.01 vs. DM-HFD + vehicle, ^c^ *p* < 0.0001 vs. DM-HFD + linagliptin, ^d^ *p* < 0.001 vs. DM-HFD + linagliptin, ^e^ *p* < 0.01 vs. DM-HFD + linagliptin, ^f^ *p* < 0.05 vs. DM-HFD + vehicle, ^g^ *p* < 0.05 vs. DM-HFD + sitagliptin, ^h^ *p* < 0.01 vs. DM-HFD + 5-hydroxy saxagliptin by 1-way ANOVA followed by Fisher least significant difference post hoc test. bpm = beats per minute.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/21/16/5756/s1.

How the deposited data were processed for this re-analysis (not part of the article)

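Cardiomyocytes isolated from control and DM-HFD mice were kept for 24 h with 9 nmol/L linagliptin or with 0.1% DMSO, and their polyadenylated RNA was sequenced in 16 libraries: 5 control linagliptin, 5 control vehicle, 3 DM-HFD linagliptin and 3 DM-HFD vehicle. According to the authors, the FPKM values were made from paired-end reads by quality control with FastQC 0.11.7, adaptor trimming with cutadapt (version not given), alignment to GRCm38 with HISAT2 2.1.0 and estimation of abundance with StringTie 1.3.3 and Ballgown. As deposited, a table of 11631 genes and a table of 23055 transcripts hold 1 FPKM value per library, with no further scaling between libraries stated; the genes listed are protein-coding and each reaches a mean of 0.5 FPKM in at least 1 condition, the minimum that the paper states. In each table 1 emptied line was left out, and 7 symbols that stand on more than 1 line were kept apart by gene identifier. Libraries were assigned to the 4 conditions from their labels, every library was used, and the replicate numbers were not taken to pair libraries.

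Comparisons between 2 conditions were fitted with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with an intensity trend in the empirical Bayes step, from the libraries of those conditions alone and over genes with a mean of at least 0.5 FPKM in at least 1 of them. The study's thresholds are a fold change of at least 1.5 and an unadjusted p of at most 0.05; genes with a Benjamini-Hochberg adjusted p under 0.05 were counted separately, with no threshold on the fold change. The difference between both kinds of mice in the response to linagliptin was tested in limma as an interaction over all 16 libraries. Of 37 gene lists, drawn from general knowledge of the heart, diabetes, the target of linagliptin, other cell types of the heart and RNA quality, 36 held a listed gene; the text describes part of them. For each list, genes at the adjusted p were counted after adjustment over all genes and over the list alone, and camera was run with its preset correlation of 0.01 and with a correlation estimated from the data, adjusted over the lists of a comparison. The share of FPKM from mitochondrially encoded genes was compared by exact permutation of the libraries. Lengths and GC contents of transcripts came from GENCODE mouse release 21, which holds 22994 of the 23055 transcripts; 98.6% of genes received both.

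Genes were named by a rule. In each comparison of linagliptin with vehicle it takes the 10 largest rises and 10 largest falls past the study's thresholds, and in each comparison of DM-HFD with control cells the 12 largest rises and 12 largest falls at the adjusted p with libraries that do not overlap. Gene models without a name are counted, not named. It adds up to 4 genes of each list described, those with the smallest p where any passes the adjusted p and otherwise those with the highest FPKM, and the genes or proteins the paper names. It further adds genes at the adjusted p in a linagliptin comparison or the interaction, up to 10, and genes that take more than 5% of the FPKM of a library. The text names part of the genes so chosen, and some are not reported here. Comparisons, tests, lists, this rule and the first set of alternatives were chosen before the data were examined.

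That first set comprised the model of Ballgown, rewritten as an F test of nested linear models with a covariate for each library; a linear model for each gene without moderation; pseudocounts of 0.1 and 0.01; no filter and a filter at a mean of 1 FPKM; TPM, median-of-ratios and quantile scaling; all 16 libraries in 1 fit; the replicate number as a block; empirical Bayes steps without a trend and with a robust trend; gene values summed from transcripts; leaving out each library in turn; and the estimated correlation in camera. A second set, chosen after the values were seen, comprised scaling without mitochondrially encoded genes, removal of the trends over transcript length and GC content (natural splines with 4 degrees of freedom, with the mean of each library kept), this removal with median-of-ratios scaling, and leaving out pairs of libraries that deviate together. The definition of a change in a gene list between settings and the keeping of the library mean were also settled after values were seen. The covariate in the model of Ballgown is made from the values under the upper quartile of a library. Median FPKM did not overlap between DM-HFD and control libraries, so this covariate may take up part of the difference between them.

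The calls were tested on simulated data with the mean and spread of each gene, in which the changed genes were drawn from those with a mean log2 value above 2.5. Of simulated genes changed by 1 on the log2 scale, 98.5% passed the study's thresholds in the comparison of control linagliptin with vehicle (11365 genes), 92.5% in DM-HFD linagliptin with vehicle (11127 genes), 97% in DM-HFD with control vehicle (11359 genes) and 97% in DM-HFD with control linagliptin (11555 genes). At the adjusted p these shares were 92.5%, 29.9%, 85.1% and 58.2%, and for a change of 0.6 on the log2 scale they were 71.6%, 0%, 41.8% and 20.9%, with 64.2%, 50.7%, 50.7% and 56.7% at the thresholds. Of simulated genes without a change, the thresholds called 37 of 11165, 313 of 10927, 98 of 11159 and 157 of 11355. The simulated noise was independent between genes and libraries, whereas some of the real libraries deviate together. In DM-HFD linagliptin with vehicle the data called 73 genes in all, fewer than these 313. The simulated shares therefore do not measure the power in the real libraries. The depth of each library is not in the tables, so the counting error of low values is not known. Within a condition, Pearson's r between libraries on the log2 scale lay between 0.908 and 0.992, and 0 pairs of libraries held identical values.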

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

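The tests of the 3 patterns below and the counts of splits with the trends over transcript length and GC content removed were chosen after the results were seen.

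Single libraries far from the other 4 of their condition were sought among 142 genes and 5 measures of the libraries, in 294 groups of 5; 19 values stood apart, where chance sets apart about 1 in 20 groups, here 14.7. In control linagliptin replicate 3, FPKM were high for Eif3j2 (13.0, against 0 in the others), Ninj1 (23.4), Pgap2 (6.26), Psme4 (129.2), Rock1 (41.8), mt-Co1 (24150), mt-Nd1 (17120), Hibch (24.0) and Acaa2 (399) and low for Ramp2 (3.65), Myom2 (72.5) and Erg (3.84), so that 12 of the 19 lie in this library. In other control libraries with linagliptin, Chmp3 was high in replicate 2 (14.9) and Pln low in replicate 4 (207.8). With vehicle, Adat3 was high (5.36) and Scamp4 low (1.32) in control replicate 2, and Serpina3n in control replicate 3 (3.77), Cav1 in control replicate 4 (13.2) and Ech1 in control replicate 5 (356.2) were high.

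The comparison of DM-HFD linagliptin with control linagliptin, which the paper does not report, called 2516 genes at the study's thresholds and 3069 at an adjusted p under 0.05 in limma. For both counts 1 of 56 splits of the libraries, the real one, gave as many, and the highest of the others gave 1926 and 10. A share of 1 in 56 is the smallest that 5 libraries against 3 allow and was not adjusted over the comparisons. It argues against chance but does not exclude it. With both trends removed and median-of-ratios scaling the counts at the thresholds were 877 against at most 591 in the other splits, again 1 of 56. The same holds between DM-HFD and control cells with vehicle, where each count was reached by 1 of 56 splits. There 2272 and 3551 genes stand against at most 981 and 6 in the others. With both trends removed and median-of-ratios scaling, 676 stand against at most 474.

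For linagliptin in control cells chance cannot be excluded: 35 of 100 splits gave at least the 25 genes at the thresholds, the highest other 178. For linagliptin in DM-HFD cells 10 splits are too few, with 73 genes at the thresholds in the real split, reached by 8 of 10, and 1219 in the highest other. Splits that call several times the real count point to a structure of the samples apart from linagliptin: the 1219 genes set DM-HFD linagliptin replicates 1 and 3 with DM-HFD vehicle replicate 2 against the rest. At the adjusted p in limma, both comparisons and the difference between both kinds of mice in the response to linagliptin called 0 genes (455, 129 and 532 at an unadjusted p under 0.05), a count that every split reaches, so the splits do not test it; other splits called up to 362, 17 and 750.

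Of the 2272 genes called between DM-HFD and control cells with vehicle, 90.8% were lower in DM-HFD cells. A larger share of mitochondrially encoded mRNAs in the FPKM is argued against as the whole cause, since 89.3% of called genes were lower after scaling without these genes. This scaling moved the median log2 fold change of all genes only from -0.196 to -0.177. It acts on summed FPKM, so a loss of reads to these mRNAs was not tested. A trend over transcript length and GC content covers 39.5% of the variance of the log2 fold changes. Among the 2248 shortest genes 121 were higher and 73 lower, with a median log2 fold change of 0.0884. Among the 2248 longest 7 were higher and 843 lower, with a median of -0.467. These values argue against a fall of the same size in all genes. Whether the trend accounts for the majority of lower genes cannot be told. With the trend removed 91.4% of 1354 called genes were lower, but the removal keeps the mean of each library and with it the general shift. Nor can it be told whether the scale between libraries does. With median-of-ratios scaling 55.9% were lower, and 52.1% with the trend removed as well, but this scaling by itself sets the median near 0. Diet, streptozotocin and age differ together between the mice and stay open, untested. A difference in the preparation of the libraries stays open too, since the paper does not state which were prepared together.

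Mitochondrially encoded mRNAs were lower with linagliptin in DM-HFD cells, 13 of 13 genes with a median log2 fold change of -0.61. The library with the lowest mitochondrial share alone cannot be told apart from an effect of linagliptin, since without DM-HFD linagliptin replicate 3 the median was -0.28 with 12 of 13 genes below 0, and 2 libraries against 3 are too few. The same holds for the trend over length and GC content, with a median of -0.26 and 11 of 13 genes below 0 after its removal. With median-of-ratios scaling the median was -0.74, and with quantile scaling it was -0.06 with 8 of 13 genes below 0, where the list no longer passed camera. Quantile scaling limits shifts of the highest genes, such as these, and so cannot decide here. In control cells the share differed by -0.477 percentage points, and the difference between both kinds of mice was -11.4 percentage points (exact two-sided permutation test over 5040 arrangements, p = 0.0821), so an effect specific to DM-HFD cells stays open.

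The 4 Y-linked genes tested, among them Ddx3y and Eif2s3y, were lower in DM-HFD than in control cells with vehicle, with a median log2 fold change of -0.97. Cells of female mice in the DM-HFD libraries are argued against as the whole cause, since 3 of the 4 X-linked partners fell as well and the Y-linked gene minus its partner had a median of -0.28 (SD 0.129). A smaller contribution of such cells stays open: each Y-linked gene was lower relative to its partner, in the linagliptin libraries too, with differences there of -0.12 to -0.76, and 1 partner did not pass (-0.24 with vehicle and 0.14 with linagliptin). The trend over length and GC content is argued against as the whole cause for Ddx3y and Eif2s3y, which still passed an adjusted p of 0.05 in limma with it removed, while the other 2 did not and the median became -0.58. These 4 genes share the general shift to lower values in DM-HFD cells, and its biological explanations, diet, streptozotocin and age, were not tested here.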

How the results depend on the processing

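Scaling without mitochondrially encoded genes, removal of the trends over transcript length and GC content, and leaving out 2 libraries that deviate together were chosen after the results were seen; the other settings were not. Under planned settings other than leaving out a library, 135 of 167 counts and correlations stayed within their bounds (1.5 times for a count) and 32 did not. Among the 135 are the counts at the adjusted p for linagliptin, which were 0 under each of these settings. The tally is therefore no measure of how stable the other values are. The cause was not tested for any value below.

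In control cells linagliptin called 25 genes at the study's thresholds, and 15 with the model of Ballgown, 75 and 84 with pseudocounts of 0.1 and 0.01, 59 with TPM and 73 with gene values summed from transcripts. Leaving out 1 library gave 24 to 53 (53 without control linagliptin replicate 3), and 0 to 1 at the adjusted p in limma (1, a gene model without a name, without control linagliptin replicate 4).

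In DM-HFD cells it called 73, and 251 with the model of Ballgown, 23 with a linear model for each gene, 113 and 110 with pseudocounts of 0.1 and 0.01, 304 with TPM, 119 with all 16 libraries in 1 fit, 155 with values summed from transcripts, 47 with the GC trend removed and 674 without DM-HFD linagliptin replicate 1 and DM-HFD vehicle replicate 2. Leaving out 1 library gave 30 to 543: 543, 177 and 30 without linagliptin replicates 1, 2 and 3, and 37 and 233 without vehicle replicates 1 and 2. At the adjusted p it gave 0 to 1 (a gene model without a name, without linagliptin replicate 2). With the GC trend removed, with both trends removed and with the latter on median-of-ratios scaling, 1 gene passed the adjusted p in limma, Adat3, at log2 fold changes of -1.73, -1.78 and -1.87 (adjusted p = 0.0447, 0.013 and 0.00965, against 0.252 in the analysis reported above), lower in 3 of 3 libraries. The difference between both kinds of mice was called for 0 to 18 genes on leaving out 1 library, 18 without DM-HFD linagliptin replicate 1.

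Between DM-HFD and control cells with vehicle 2272 genes were called, and 888 with the model of Ballgown (0 at the adjusted p, against 3551 in limma), 3416 and 3512 with pseudocounts of 0.1 and 0.01, 4548 with TPM (5443 at the adjusted p), 1466 with quantile scaling, 1354 with both trends removed and 676 with this on median-of-ratios scaling (1062 at the adjusted p); with replicate number as a block 2088 passed the adjusted p. Leaving out 1 library gave 2044 to 2727, and 2531 to 3712 at the adjusted p.

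Between DM-HFD and control cells with linagliptin 2516 were called, and 1332 with the GC trend removed (1536 at the adjusted p, against 3069), 1078 with both trends removed (1032), 877 with this on median-of-ratios scaling (568) and 4043 without DM-HFD linagliptin replicate 1 and DM-HFD vehicle replicate 2 (5796), where the latter has no part in the comparison. At the adjusted p, 1849 passed in a linear model for each gene, 1 with the model of Ballgown (Mkrn1, named after its values were seen, log2 fold change 0.33, adjusted p = 0.0308) and 0 with the replicate block (3398 at an unadjusted p under 0.05, against 4938 without it). Leaving out 1 library gave 1914 to 4043, and 106 to 5796 at the adjusted p: 1637 and 1864 without control linagliptin replicates 2 and 5, and 5796, 1994 and 106 without DM-HFD linagliptin replicates 1, 2 and 3.

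Whether replicate numbers pair libraries stays unsettled: with vehicle and linagliptin libraries of 1 number set side by side, their deviations from the mean of the condition had a Pearson's r across genes between -0.31 and 0.50 in control cells and between -0.60 and 0.18 in DM-HFD cells, and they were not treated as pairs. Between DM-HFD and control cells the replicate block joins different mice and leaves few residual degrees of freedom, so its lower counts do not test a pairing.

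With both trends removed the correlation of the effect of linagliptin in both kinds of mice was -0.13 and that of the DM-HFD effect with vehicle and with linagliptin 0.769. Leaving out 1 library gave -0.275 to -0.0403 (-0.102 and -0.275 without control vehicle replicates 4 and 5, -0.0403 without DM-HFD linagliptin replicate 3 and -0.0959 without DM-HFD vehicle replicate 1) and 0.727 to 0.870 (0.727 without DM-HFD linagliptin replicate 2, 0.771 without DM-HFD vehicle replicate 2).

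Gene lists past camera numbered 9, 6, 14 and 9 of 36 in the 4 comparisons (linagliptin in control and in DM-HFD cells, DM-HFD with vehicle and with linagliptin), 0 in each with an estimated correlation, and with quantile scaling 4 for linagliptin in control cells and 6 and 4 for DM-HFD with vehicle and with linagliptin; 9 passed for DM-HFD with vehicle with both trends removed and median-of-ratios scaling. List members at the adjusted p numbered 121 and 0 with the replicate block for DM-HFD with vehicle and with linagliptin, 91 and 42 with both trends removed and median-of-ratios scaling, and 64 for DM-HFD with linagliptin with both trends removed. The direction turned with quantile scaling for the mitochondrially encoded list for DM-HFD with vehicle (adjusted p = 0.961 from limma's camera) and the list of nuclear oxidative phosphorylation genes for DM-HFD with linagliptin (0.673). Neither p shows a shift in the turned direction, and quantile scaling limits shifts of the highest genes. The balance of members higher and lower turned in 27 of 288 combinations of list and setting for DM-HFD with vehicle (12 from more than 2 genes), in 29 of 288 for DM-HFD with linagliptin (6); in both linagliptin comparisons 0 members passed the adjusted p, so that no balance had a direction to turn.

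Of the genes chosen by the rule, 15 values of called genes turned sign; genes not called that changed sign are not counted here. With the model of Ballgown for DM-HFD with vehicle these were Hba-a2 (-1.06), Hbb-bs (-1.59), Hba-a1 (-1.34), Prkg1 (0.16), Dpp8 (0.17) and Adora1 (0.29), and for DM-HFD with linagliptin Cxcr4 (0.01). In these comparisons the covariate of that model may not be separable from the groups. With both trends removed and median-of-ratios scaling they were Pde3a (0.15) and Prkg1 (0.13) with vehicle and Prkg1 (0.22) with linagliptin, where it was 0.15 without that scaling. With quantile scaling, which limits shifts of the highest genes, they were mt-Co2 in DM-HFD cells given linagliptin (0.11) and mt-Nd1 (-0.051), mt-Nd2 (-0.22) and mt-Cytb (-0.16) for DM-HFD with vehicle. Calls of these genes ended in 106, 154, 200 and 309 combinations of gene and setting in the 4 comparisons in order, began in 1, 13, 13 and 19, and in the other 1057, 843, 2035 and 1581, which include genes called in neither, there was no such change.

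Tests of edgeR and DESeq2, planned if the tables held counts, were not run because the tables hold FPKM. The depth of the libraries is unknown from the tables, so its effect on these results could not be measured.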

Differences from the paper's values

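For linagliptin in DM-HFD cells, 0.656% of 11127 genes passed the thresholds of the study, against the paper's 0.2% as an upper bound. Among alternatives set before the data were examined, the linear model for each gene without moderation (0.207%) and leaving out DM-HFD linagliptin replicate 3 (0.269%) come within 1.5 times the paper's value, and the others do not.

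In that comparison 55 genes were higher, against about 18 in the paper's Fig. 3E, read by eye. The linear model for each gene (18), median-of-ratios scaling (25), quantile scaling (21), leaving out DM-HFD linagliptin replicate 3 (20) and leaving out DM-HFD vehicle replicate 1 (22) come within 1.5 times that value, and the other alternatives set before the data were examined do not. Lower genes numbered 18, against about 5 in the paper's Fig. 3E, read by eye; only the linear model for each gene (5) comes within 1.5 times that value.

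Under the linear model for each gene without moderation, 9 genes were higher and 9 lower with linagliptin in control cells, 18 and 5 in DM-HFD cells, and 153 and 1949 between DM-HFD and control cells with vehicle, 18.5% of the genes tested. Apart from the count of lower genes in Fig. 3F, which is close to 1949 but not equal to it, these counts match the numbers printed in Fig. 3D, Fig. 3E and Fig. 3F.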

Other observations

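The settings with trends removed were chosen after the results of this part were seen.

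Between DM-HFD and control cells that both received linagliptin, a comparison the paper does not report, 442 genes were higher and 2074 lower in DM-HFD cells at the study's thresholds, 21.8% of 11555 tested, and 540 were higher and 2529 lower at an adjusted p under 0.05 in limma. At the adjusted p, 5 were higher and 101 lower without DM-HFD linagliptin replicate 3, 1 gene passed with the model of Ballgown and 0 with the replicate number as a block in limma (2972 and 3398 at an unadjusted p under 0.05), so that the counts of list genes below rest on the fit without a block and with all 8 libraries. The block joins libraries of different mice by number alone and leaves few residual degrees of freedom. Its 0 therefore does not show that a pairing accounts for the difference. The count at the adjusted p was 5796 and 1994 without DM-HFD linagliptin replicates 1 and 2 and 1637 and 1864 without control linagliptin replicates 2 and 5. Transcript length and GC content covered 52.7% of the variance of the log2 fold changes. With both trends removed, 83 genes were higher and 949 lower at the adjusted p in limma, and 181 and 387 with median-of-ratios scaling as well. At the thresholds, 1433 were higher and 1223 lower with the model of Ballgown, where the majority turned, 880 higher and 1641 lower with median-of-ratios scaling and 855 higher and 1437 lower with quantile scaling. Of 41 genes of fatty acid uptake and oxidation, 11 rose and 0 fell in both adjustments, among them Ech1 from 309.6 ± 11.1 (SD, n = 5) to 525 ± 16.3 FPKM (SD, n = 3; adjusted p = 3.31e-05 from limma's camera, 0.877 with an estimated correlation). Of 15 macrophage and leukocyte markers, 4 rose and 0 fell in both adjustments, with Cd68 from 15.1 ± 1.50 to 43.5 ± 23.0 FPKM (adjusted p = 0.000364 from limma's camera, 0.877 with an estimated correlation). Of 25 endothelial markers, 8 fell and 0 rose (9 when adjusted over the list alone), with Fabp4 from 42.2 ± 12.2 to 11.1 ± 1.11 FPKM and Kdr from 19.2 ± 4.92 to 6.71 ± 2.82 (adjusted p = 0.00704 from limma's camera, 0.877 with an estimated correlation). Of 26 genes of insulin signalling, 12 fell and 2 rose (13 and 2 when adjusted over the list alone; adjusted p = 0.103 from limma's camera), and of 28 interferon-stimulated genes 6 fell and 1 rose (8 and 1 when adjusted over the list alone), with Rsad2 at a log2 fold change of -1.64 (adjusted p = 0.108 from limma's camera). Of 30 genes of the oxidative stress response, 7 rose and 2 fell in both adjustments, with the extracellular superoxide dismutase Sod3 from 1.51 ± 0.289 to 4.55 ± 1.47 FPKM (adjusted p = 0.00228 from limma's camera, 0.877 with an estimated correlation).

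In the same comparison Pln fell by 1.21 on the log2 scale (adjusted p = 0.0198 from limma), a call that ended without DM-HFD linagliptin replicate 2 or 3 and with the GC trend removed. Without DM-HFD linagliptin replicate 3 the calls of Cd68, Kdr, Rsad2 and Sod3 ended too, whereas those of Ech1 and Fabp4 did not. Ech1 no longer passed with both trends removed. The share of mitochondrially encoded mRNAs differed by 0.0329 percentage points (exact two-sided permutation test, p = 1).

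Across 11283 genes, which are not independent replicates, the log2 fold changes of DM-HFD over control cells with vehicle and with linagliptin, which come from different libraries, had a Pearson's r of 0.85 and a Spearman's rho of 0.85. At the study's thresholds 89 genes were higher in both, where independent lists share 7.9, 1596 were lower in both, where they share 377.9, and 1 was called in opposite directions.

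In the vehicle libraries, 4 of 30 genes of the oxidative stress response rose and 2 fell (1 and 1 when adjusted over the list alone; adjusted p = 3.67e-06 from limma's camera, 0.564 with an estimated correlation), and 6 of 28 interferon-stimulated genes fell and 1 rose (5 and 1 when adjusted over the list alone; adjusted p = 0.61 from limma's camera). With TPM more of the oxidative stress genes fell than rose in these vehicle libraries, where it moved the median of all genes from -0.20 to -0.47. Along the first 2 principal components of the log2 values of all 16 libraries lie 49.8% and 15.5% of the variance. On the first, control libraries lay between -24.7 and -8.58 and DM-HFD linagliptin replicate 1 at -2.19. The other DM-HFD libraries lay between 22.1 and 56.7. Leaving out DM-HFD linagliptin replicate 1 gave 543 genes for linagliptin in DM-HFD cells at the study's thresholds.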
